A study of Mus musculus with 6 samples.

How the data were processed

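PolyA RNA was measured in 6 tumour samples of isogenic mouse T-ALL taken from bone marrow, 3 with wild-type Phf6 and 3 with Phf6 deleted by tamoxifen-induced Cre. Per the labels' protocols, libraries were made with the NEBNext Ultra RNA kit and sequenced as paired ends of 150 bp. Per the submitters' processing notes, bcl2fastq 1.8.4, STAR 2.6.0a, featureCounts and DESeq2 were used with the GRCm38 genome. The strand setting of the counting, the gene annotation and the handling of reads that match several places are not given in the sources used here, so values of overlapping genes and of near-identical copies are uncertain.

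The deposited table holds a signal per gene and library, which the authors made as gene counts divided by 1 size factor per library; this was read from the values, since each library's values were whole multiples of a single step. Dividing by that step gave whole reads for 100% of values in every library within a tolerance of 0.01. Columns were matched to samples by the names in the table and the labels, and groups and replicate numbers were taken from the labels. Of 23314 rows, 8 had no gene identifier. They held at most 0.00106% of a library's reads and were left out of totals and tests. Of the other 23306 identifiers, 23277 were found in GENCODE M21 (GRCm38), which gave positions and gene types. The lowest total of a row was 10 reads, and no row was 0 in all libraries. Chi-square tests of replicate counts gave 13.3 to 58.3 per degree of freedom, so no pair of libraries within a group agreed to within sampling noise.

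The planned main test was edgeR's quasi-likelihood test on raw counts. Because the deposited values are normalised, the main test was instead limma 3.58.1 (R 4.3.3) on log2(value + 2), with intensity trend and robust empirical Bayes, for genes with a value of at least 10 in at least 3 libraries. The model had the group as its only term, and p-values were adjusted by Benjamini and Hochberg over all genes tested with a threshold of 0.05. Log2 fold changes are on the log2(value + 2) scale, which understates the change of low genes. The test of edgeR 4.0.16 on the recovered reads called 1467 genes, 1433 of which were also called by limma, all in the same direction. DESeq2 1.42.0 on the recovered reads called 2155.

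Gene lists numbered 36 and were fixed before the data were examined, as were the main comparison, the naming rule and most alternatives. The 35 lists with at least 5 tested members were tested with limma's camera (two-sided, preset correlation 0.01), with camera and an estimated correlation, and with fry, each adjusted over the lists. Summed CPM of marker lists used TMM factors and exact permutation tests. Named genes were Phf6, then the 12 largest rises and the 12 largest falls among called genes whose groups did not overlap, whose mean was at least 1 CPM and whose names were neither provisional nor of pseudogenes, then up to 4 tested members with the smallest p of each list. Some genes that this rule names are not reported here. Runx1, Ighm, Ccr4, C1qa, Dntt, Rag1 and the genes of the closing section that fall outside this rule were chosen after their values were seen.

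The procedure was tested on simulated counts for 17991 genes with the means and library sizes of these samples. Of 100 genes changed 2-fold, 83 were recovered, and of 100 changed 1.5-fold, 42; 16 of 144 calls (11.1%) were false, above the nominal 5%. A list raised in the simulation had a camera p of 1.4e-23 and an unchanged list 0.839. Alternatives covered scaling (TMM, upper quartile, totals), filters, pseudocounts, other tools, a replicate block, each library left out, thresholds, gene classes left out and a marker score as a covariate. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.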

Results

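Transcriptomes of mouse T-cell acute lymphoblastic leukaemia (T-ALL) were measured by polyA RNA sequencing in tumour samples harvested from bone marrow. The leukaemias were isogenic and on the C57BL/6 background, and they differed in Phf6, an X-linked gene for a nuclear PHD finger protein that is recurrently mutated in human T-ALL. The design had 2 groups of 3 samples, Phf6 wild type and Phf6 knockout. Cre recombinase was activated by tamoxifen to delete Phf6, and the vehicle was corn oil, so exposure to the drug and loss of the gene are not separable from the labels. Reads assigned to genes numbered 51011800, 52163725 and 54953145 in wild-type libraries 1 to 3 and 46067511, 47110984 and 46541047 in knockout libraries 1 to 3. Between 22640 and 23052 genes had reads in each library. The labels do not say that the samples of a group came from separate animals. The p-values therefore measure only the spread between these samples and do not extend to other T-ALLs. On the first principal component, which held 53.1% of the variance, all 3 knockout libraries had positive scores (21.2, 44.3 and 38.3) and all 3 wild-type libraries negative ones (-47.0, -11.8 and -45.1), with wild-type library 2 nearest to the knockouts.

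The targeted gene was lower in every knockout library. Phf6 (ENSMUSG00000025626; GRCm38 chromosome X, 52912266 to 52956943, plus strand, protein coding) had normalised read counts of 5508, 4240 and 5075 in wild-type libraries 1 to 3 and 1781, 2337 and 1755 in knockout libraries 1 to 3. The means were 4941 ± 645 (SD, n = 3) and 1958 ± 329 (SD, n = 3), a log2 fold change of -1.34 ± 0.13 (SE) and a ratio of 0.395 (limma, adjusted p = 0.00184). Counts were summed over the whole gene, and which exons were deleted is not given in the labels, so the remaining reads do not separate undeleted cells from transcripts of a deleted allele.

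The comparison of knockout with wild type asked which transcripts change when Phf6 is lost from an established leukaemia. Genes of granulocyte precursors, early haematopoietic progenitors and B cells were among those higher in the knockout libraries, and genes of MYC-driven growth, ribosome assembly, glycolysis and the T lineage were among those lower. The rises were larger than the falls. Of 17993 genes tested, 957 rose and 618 fell (limma with Benjamini-Hochberg adjustment, threshold 0.05), and of the 693 that changed by at least 1 on the log2 scale, 622 rose and 71 fell. With library totals as the only scaling, 1217 rose and 300 fell, and with genes at 1 CPM or more in at least 3 libraries 717 rose and 608 fell, so the split between directions depends on the scaling, on the filter for low genes and on single libraries. All 3 knockout values lay on one side of all 3 wild-type values for 31.2% of the genes tested, against 10% by chance. The number of called genes, 1575 with all libraries, was 465 without wild-type library 1 (374 rose, 91 fell), 665 without wild-type library 3 (493 and 172), 986 without knockout library 2 (625 and 361) and 253 without knockout library 3 (180 and 73).

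Among the 12 largest rises were several genes of the neutrophil granule programme. Olfm4, which encodes a granule glycoprotein of a neutrophil subset, rose from 36.4 ± 39.6 to 501 ± 120 normalised reads (SD, n = 3 each), a log2 fold change of 4.20 ± 0.74 (SE; limma adjusted p = 0.0292). The granule proteases Ctsg and Elane rose by 3.15 and 2.88 on the log2 scale, the peroxidase gene Mpo by 2.95 and Ms4a3, a gene of granulocyte-monocyte progenitors, by 2.96. Mpo, Elane and Ctsg lost their calls in edgeR (adjusted p = 0.0700, 0.0602 and 0.0517), where their log2 fold changes were 2.74, 2.68 and 2.93. Il1r2, the decoy receptor for interleukin 1, rose by 2.87, and F10, coagulation factor X, by 2.96. The same direction was seen for Vopp1, from 31.7 ± 8.9 to 370 ± 65 reads (log2 fold change 3.48 ± 0.25; limma adjusted p = 0.00118), and for Kif26b, a kinesin family member, at 3.22. Abcd2, a peroxisomal fatty acid transporter, rose by 2.93, Phactr2 by 2.89 and the kinase gene Map3k9 by 2.86. Olfm4 overlaps Gm6999 on the same strand, and Kif26b and Mpo overlap genes on the opposite strand, where the counting of strand is not stated.

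The 12 largest falls included segments of antigen receptor loci that rearrange early in lymphoid development. The T cell receptor gamma segments Tcrg-V4 and Tcrg-C1 fell by 1.93 and 1.81 on the log2 scale, with Tcrg-C1 at 1718 ± 726 reads in wild type and 470 ± 125 in knockout. The immunoglobulin heavy chain joining segments Ighj1 and Ighj2 had log2 fold changes of -2.24 and -1.87. Such segments share sequence with related copies, so their counts are uncertain. Oprk1, the kappa opioid receptor gene, fell from 2462 ± 564 to 574 ± 89 reads (log2 fold change -2.08 ± 0.18 SE; limma adjusted p = 0.00154), and Crhbp, which encodes the binding protein of corticotropin-releasing hormone, from 218 ± 30 to 43.7 ± 8.2 (-2.27 ± 0.21). Scara3, a scavenger receptor gene, had the largest fall among genes that the naming rule admits (-2.88 ± 0.58). The remaining log2 fold changes were -2.23 for the myogenic transcription factor gene Pax7, -2.17 for the vomeronasal receptor gene Vmn2r95, -1.996 for Rasgef1a, -1.97 for Dsel and -1.85 for Clstn3. Vmn2r95 lost its call in edgeR (adjusted p = 0.0652).

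**Figure D1:**
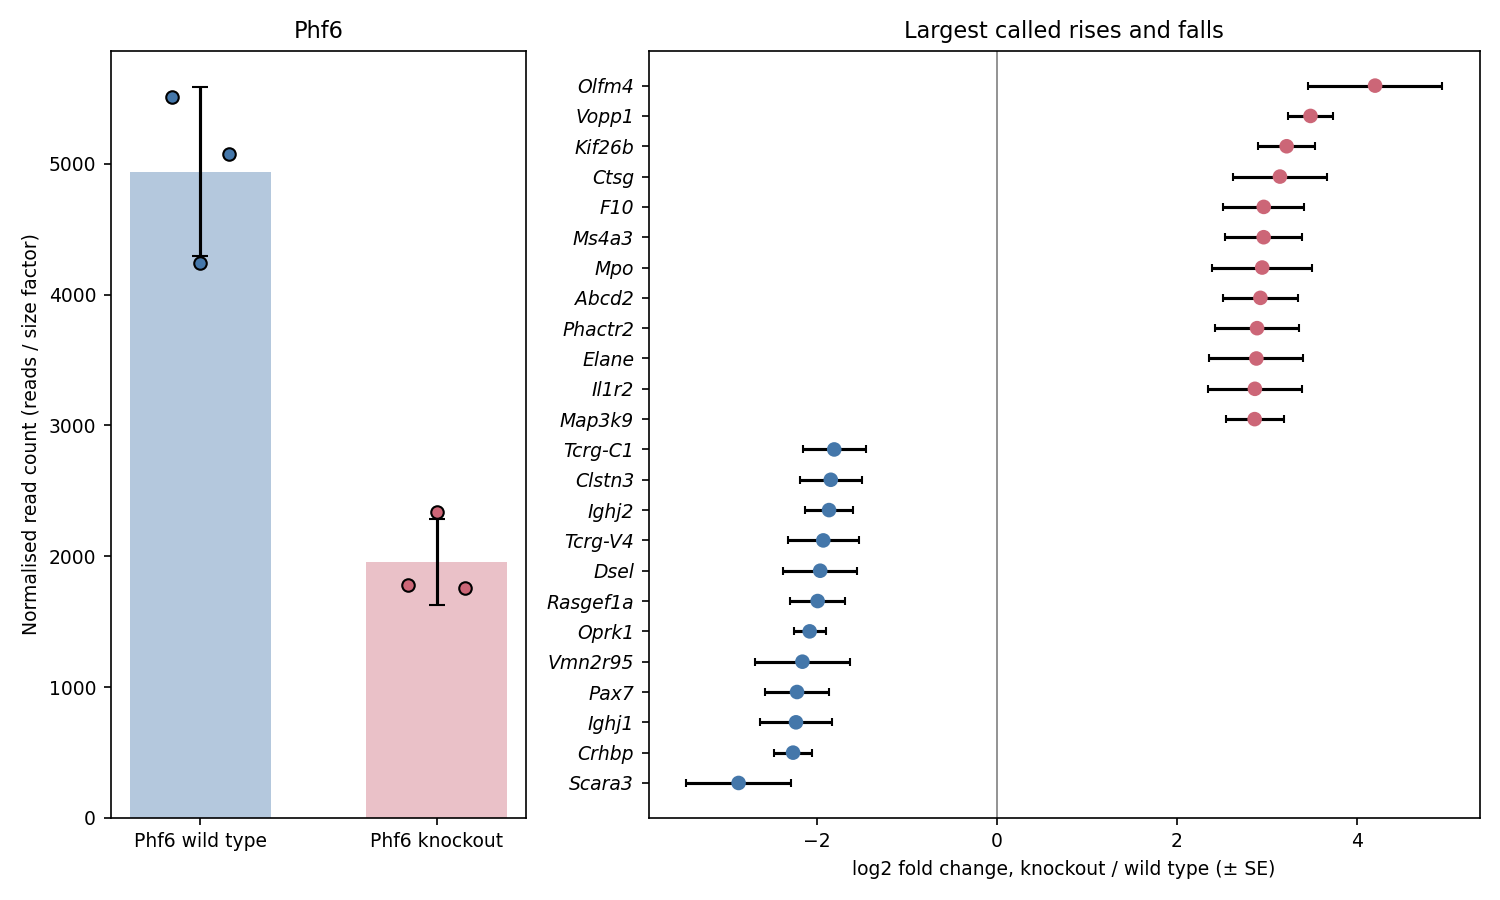
The left panel plots the normalised read count of Phf6, with points for the 6 libraries, bars for group means and error bars for the SD (n = 3). The right panel plots the log2 fold change, knockout over wild type, with its SE for the 12 largest rises, from 4.20 for Olfm4 to 2.86 for Map3k9, and the 12 largest falls, from -1.81 for Tcrg-C1 to -2.88 for Scara3.

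Stem and progenitor genes were mostly higher in the knockout libraries. In the list of early progenitor and immature T-ALL genes, 18 of 27 tested members rose and 1, Runx1 (-0.55), fell, with a median log2 fold change of 1.44. Over the list alone, 19 rose and 1 fell (adjusted over the list alone). Hoxa9, a homeobox gene of stem cells, had values of 3.003, 1.98 and 0 reads in wild-type libraries 1 to 3 and 35.5, 34.3 and 30.1 in knockout libraries 1 to 3. Mef2c rose by 2.55 on the log2 scale, Lmo2, a partner of the SCL complex, from 571 ± 159 to 1251 ± 122 reads (1.16 ± 0.18), and Itgam by 1.38. Among haematopoietic stem cell genes 7 of 22 tested members rose and none fell, with a median of 0.56, and 9 rose and 1 fell when adjusted over the list alone. The stem cell factor receptor gene Kit rose by 2.81 and Fgd5 by 1.004. Camera with its preset correlation called both lists higher (adjusted p = 4.18e-12 and 9.81e-05), and with an estimated correlation neither was called (adjusted p = 0.451 for each). The lists share 3 tested members. Of the HOXA cluster list, Hoxa9 was the single member with enough reads to test.

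Markers of mature myeloid cells moved with these genes. All 24 tested neutrophil and granulocyte markers had positive log2 fold changes, with a median of 2.31, and 10 of them rose (22 when adjusted over the list alone). Among these were the receptor genes Csf3r (1.71) and Cxcr2 (1.76) and the ficolin gene Fcnb (2.28). Their summed level was 167, 605 and 265 CPM in wild-type libraries 1 to 3 and 1603, 1739 and 1312 CPM in knockout libraries 1 to 3 (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). Of 21 macrophage and monocyte markers 6 rose and none fell (10 and 0 when adjusted over the list alone), with a median of 0.78, and their sum was 318 ± 49 CPM in wild type and 475 ± 64 in knockout. Ctss rose by 1.66, F13a1 by 1.95, the Fc receptor gene Fcgr1 by 1.797 and Ly6c2 by 2.82. Camera called both lists higher with the preset correlation (adjusted p = 1.39e-18 and 1.92e-05) and neither with an estimated correlation (adjusted p = 0.451 and 0.473). The early progenitor list holds 3 members of these marker lists (Csf1r, Itgam and Mpo), and of its other 24 members 15 rose and 1 fell. Csf2rb, the shared beta chain of the receptors for IL-3, IL-5 and GM-CSF, rose by 2.32 and its near-identical paralog Csf2rb2 by 2.06, and reads may be split between them.

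Most of the B-cell markers tested rose, while their summed level was lower. In this list 11 of 19 tested members rose and Ighm fell (-0.51), with a median of 1.23; 13 rose and 1 fell when adjusted over the list alone. Pax5, the B-lineage commitment factor, went from 4.8 ± 1.1 to 45.8 ± 19.8 reads (log2 fold change 2.71 ± 0.40), Blk rose by 2.48, Blnk by 1.51 and the kappa light chain constant gene Igkc by 1.23. The summed level of the list was 651 ± 20 CPM in wild type and 522 ± 23 CPM in knockout (exact permutation p = 0.1). Camera called the list higher (adjusted p = 1.92e-05; 0.451 as adjusted p with an estimated correlation). Of 12 stromal and endothelial markers 3 rose and 1 fell (6 and 1 when adjusted over the list alone), with Lpl at 1.67, Spp1 at 1.71, Pdgfrb at 0.40 and the collagen gene Col1a1 at -1.21. This list was called higher as well (camera adjusted p = 0.00418; adjusted p = 0.451 with an estimated correlation), and its sum was 1263 ± 29 and 1664 ± 170 CPM. Pdgfrb, with a mean of 785 CPM over all libraries, made up much of this sum. With limma no erythroid marker passed among 16 (1 at an unadjusted p under 0.05; 0 in edgeR and 1 in DESeq2, Car1 at adjusted p = 0.0246; Car1 1.42, Klf1 0.36, Tfrc -0.13 and Hba-a1 0.55 on the log2 scale), and the sums were 576 ± 36 and 538 ± 35 CPM. One megakaryocyte marker of 6 rose, Selp (1.49), while Cd9 (-0.33), Itga2b (0.75) and Gp1ba (0.40) did not pass, and among 9 NK-cell and dendritic-cell markers Ccr9 (1.42) and Flt3 (1.47) rose and Bst2 (-0.37) fell and Zbtb46 (1.20) did not pass. Neither list was called. Adjusted over the list alone, the rises and falls were 2 and 1 for megakaryocyte and 3 and 1 for NK-cell and dendritic-cell markers, and none for erythroid markers.

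**Figure D2:**
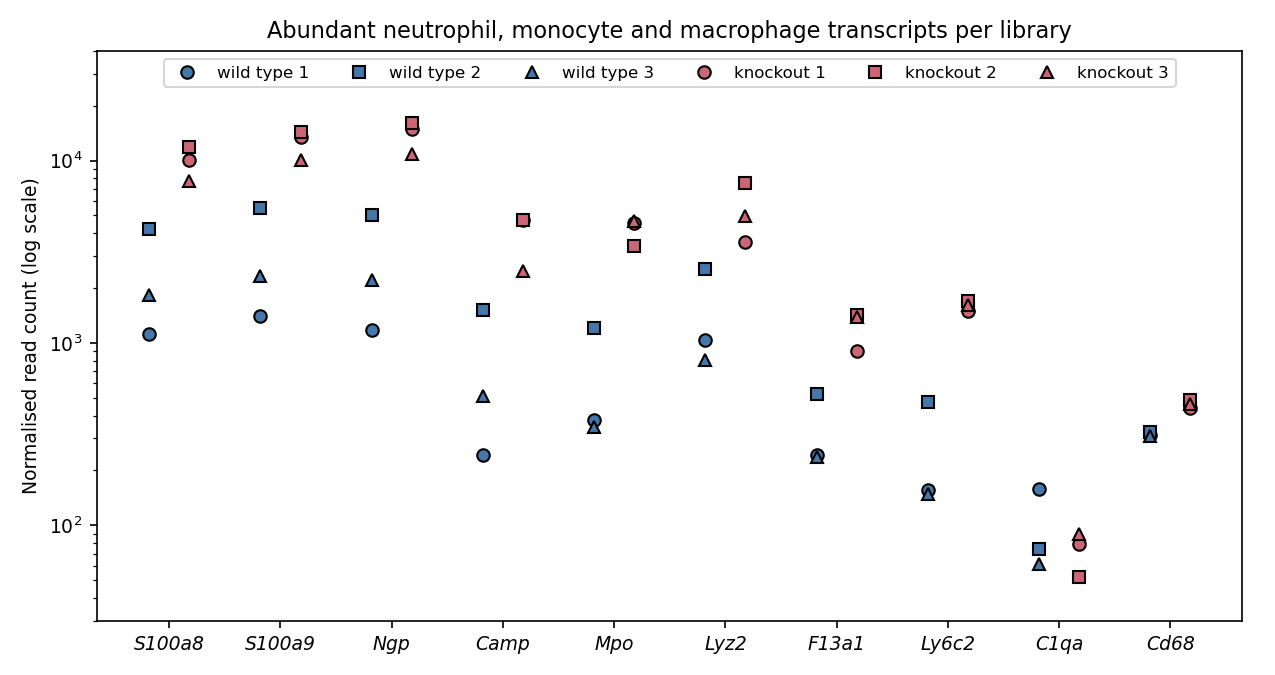
Normalised read counts, on a log axis, of 10 abundant neutrophil, monocyte and macrophage transcripts in each library, with wild-type libraries in blue, knockout libraries in red and the marker shape giving the library number. Mpo lies at 642 ± 488 reads in wild type and 4214 ± 720 in knockout, wild-type library 2 is the highest wild-type library for most of the genes, and C1qa has a log2 fold change of -0.32.

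T-lineage genes were mostly lower by small amounts. Of 42 tested members of the T-lineage and T cell receptor list, 8 fell and 1 rose, with a median log2 fold change of -0.20 (2 rose and 12 fell when adjusted over the list alone). Cd247, the zeta chain of the T cell receptor complex, fell from 8547 ± 552 to 5764 ± 53 reads (-0.57 ± 0.08 SE; limma adjusted p = 0.00431), Cd5 had a log2 fold change of -0.48 and Tcf7, a transcription factor of early T-cell development, of -0.49. Dntt had a larger fall (-0.64; limma adjusted p = 0.0285), and Rag1, at -1.81, did not pass (limma adjusted p = 0.119). Tespa1, which acts in thymocyte selection, rose by 0.64. Camera called the list lower (adjusted p = 6.05e-05; adjusted p = 0.451 with an estimated correlation). Among NOTCH targets 4 of 29 fell and 1 rose, the same counts as over the list alone, and the list was not called by camera (adjusted p = 0.229) but was called lower by fry (adjusted p = 0.0402). Tspan6 (-0.81), Il2ra, the interleukin 2 receptor alpha chain (-0.66), and Tcf7 were among those that fell, and Rhou (1.85) rose. T-cell activation and effector genes went the other way: 3 of 21 rose, the costimulatory ligand gene Cd40lg (2.03), Tigit (1.43) and Icos (0.96), and Klrd1, at 1.05, did not pass in limma (adjusted p = 0.0564) and was called by edgeR (adjusted p = 0.0470) and DESeq2 (adjusted p = 0.0055). This list was called higher (camera adjusted p = 0.00526; adjusted p = 0.451 with an estimated correlation), and 7 rose and 2 fell when adjusted over it alone. Of its 21 members 16 had positive log2 fold changes. The 3 that rose were scarce, with means over all libraries of 0.48 (Cd40lg), 2.59 (Tigit) and 4.28 CPM (Icos). The more abundant Gzma (-0.23), Il2rb (-0.31) and Pdcd1 (-0.57) were lower and Lag3 (0.05) was higher, none past the threshold over all genes. Which cells gave the rises was not tested.

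Genes of growth and biosynthesis were lower in the knockout libraries. Of 45 MYC targets 17 fell and none rose, with a median log2 fold change of -0.30, and 29 fell and 1 rose when adjusted over the list alone. Srm, spermidine synthase, fell from 7711 ± 128 to 5227 ± 266 reads (-0.56 ± 0.08 SE; limma adjusted p = 0.00424). The folate carrier gene Slc19a1 (-0.41), lactate dehydrogenase A (Ldha, -0.45) and the mitochondrial chaperonin gene Hspd1 (-0.42) fell too. In ribosome biogenesis 9 of 55 fell and none rose (18 when adjusted over the list alone), among them Bop1 (-0.59), Bysl (-0.50), Polr1e (-0.42) and Tcof1 (-0.44). Of 74 cytosolic ribosomal protein genes Rpl13a (-0.44) fell, none when adjusted over the list alone, and the median was -0.16. Rpl10 (-0.25), Rps2 (-0.27) and Rpl23a (-0.24) did not pass the test, and reads of such genes may be shared with their pseudogenes. In the glycolysis and hypoxia list 8 of 33 fell, with Pfkl at -0.64, P4ha1 at -0.54, Tpi1 at -0.48 and Pgam1 at -0.45 (13 fell and 1 rose when adjusted over the list alone). Oxidative phosphorylation genes had 2 falls among 63, Atp5d (-0.46) and Cycs (-0.35), and none when adjusted over the list alone; Cox5a (-0.28) and Atp5b (-0.28) did not pass, and Cycs lost its call in edgeR (adjusted p = 0.0554). Camera called all 5 lists lower with the preset correlation, with adjusted p of 5.77e-12 for MYC targets, 2.66e-09 for ribosome biogenesis, 2.93e-06 for ribosomal proteins, 0.00129 for glycolysis and 1.96e-07 for oxidative phosphorylation. None was called with an estimated correlation (adjusted p = 0.451, 0.451, 0.663, 0.473 and 0.603 in that order), and the ribosomal protein call was lost without the number-2 libraries of both groups.

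Replication and mitosis genes shifted in the same direction. In the G1/S list 4 of 45 fell, the helicase subunits Mcm2 (-0.45), Mcm5 (-0.37) and Mcm6 (-0.38) and the polymerase gene Pola1 (-0.49), and in the G2/M list 4 of 54 fell, the condensin gene Smc4 (-0.61), Rangap1 (-0.39), Psrc1 (-0.69) and Tmpo (-0.34). None rose, and the counts were the same when adjusted over each list alone. Psrc1 and Tmpo lost their calls in edgeR (adjusted p = 0.0601 and 0.0546). Both were called lower (camera adjusted p = 0.000269 and 5.16e-09; adjusted p = 0.627 and 0.590 with an estimated correlation). The unfolded protein and ATF4 list had 9 falls and 1 rise among 32 (12 and 3 when adjusted over the list alone). Aldh18a1 (-0.63), the serine hydroxymethyltransferase gene Shmt2 (-0.52) and Sdf2l1 (-0.53) fell, while asparagine synthetase (Asns) rose from 24.6 ± 6.8 to 69.5 ± 9.3 reads. Its call by camera (adjusted p = 0.00867; adjusted p = 0.603 with an estimated correlation) was lost without wild-type library 2 and without knockout library 1. Of 15 mitochondrially encoded genes 5 rose and 10 did not pass the test, and all 15 had positive log2 fold changes, with mt-Nd1 at 0.57, mt-Atp8 at 0.50, mt-Co2 at 0.42 and mt-Atp6 at 0.41 (7 rose when adjusted over the list alone). Camera gave an adjusted p of 4.00e-06, and the adjusted p was 0.473 with an estimated correlation and 0.0801 by fry. Their share of reads was 1.97%, 1.81% and 1.99% in wild-type libraries 1 to 3 and 2.38%, 2.35% and 3.20% in knockout libraries 1 to 3.

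**Figure D3:**
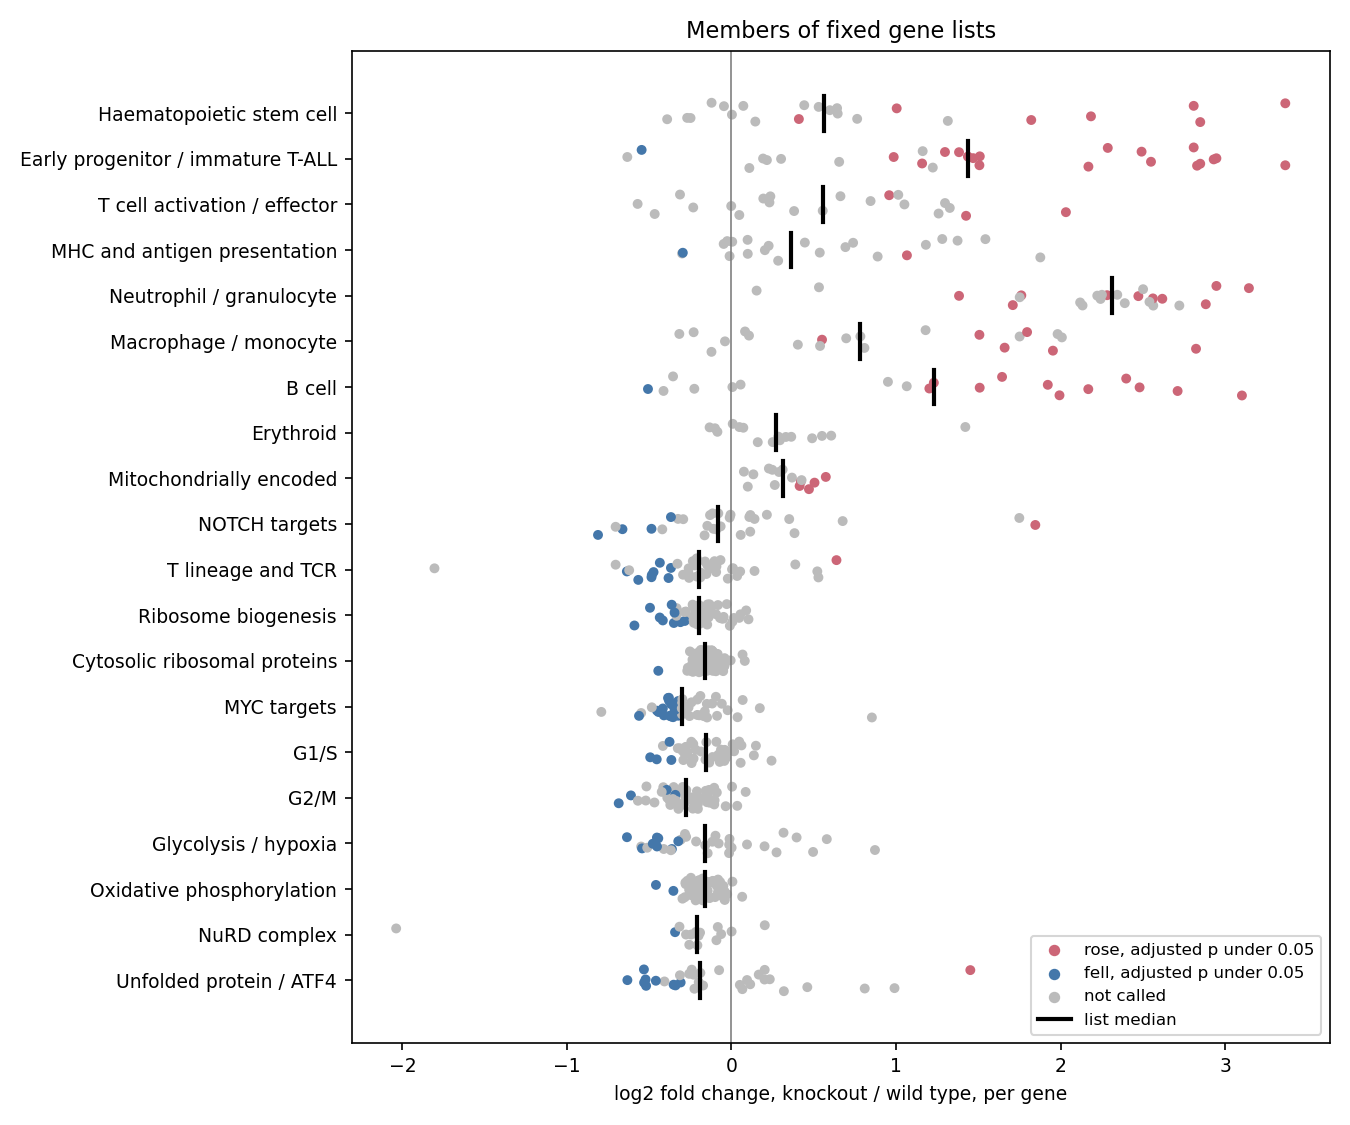
Log2 fold changes, knockout over wild type, of the tested members of 20 gene lists, one point per gene, with genes that rose in red, genes that fell in blue, genes not called in grey and the list median as a black bar. The medians run from 2.31 for neutrophil markers to -0.30 for MYC targets.

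Members of complexes that bind PHF6 or act on chromatin were measured as well. In the nucleosome remodelling and deacetylase (NuRD) complex, which binds PHF6, Chd4 fell (-0.34) and the other 14 members did not pass the test (4 fell when adjusted over the list alone). Chd4 lost its call in edgeR (adjusted p = 0.0551). Chd3 had 6026 ± 2685 reads in wild type and 1486 ± 620 in knockout (log2 fold change -2.04; limma adjusted p = 0.0842), Mbd3 was at -0.32 and Hdac2 at -0.26. DESeq2 called Chd3 and Mbd3 (adjusted p = 0.00166 and 0.0432). The list was called lower by camera (adjusted p = 0.000337; adjusted p = 0.451 with an estimated correlation) and by fry (adjusted p = 0.0396). With limma none of 6 members of the PAF1 complex passed over all genes (1 at an unadjusted p under 0.05, 0 in edgeR and DESeq2; 1 fell when adjusted over the list alone), with Wdr61 at -0.28, Ctr9 at -0.13, Leo1 at -0.14 and Cdc73 at -0.07, the last of these above 0 (0.011) with library totals as scaling. Ezh2 (-0.51) and Pcgf6 (-0.34) fell among 28 polycomb genes, and Kdm2b (-0.31) and Pcgf2 (0.52) did not pass.

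Of the lists of JAK-STAT, p53, interferon, MHC, immediate early, NF-kB, BCL2 family, homing, cholesterol, oestrogen response and histone genes, camera called the MHC list and no other. Of 31 JAK-STAT and cytokine genes Csf2rb and Csf2rb2 rose and Il2ra and Stat6 (-0.37) fell. Among 31 p53 targets Zmat3 (-0.64), Bax (-0.36) and Aen (-0.36) fell and Fas, at 0.67, did not pass. Aen lost its call in edgeR (adjusted p = 0.0564), as did Bst2 (0.0562). One of 41 interferon genes fell, Bst2 (-0.37), and Ddx60 (0.97), Mx1 (1.62) and Isg20 (-0.45) did not pass. The MHC list was called higher (camera adjusted p = 0.000374; adjusted p = 0.5002 with an estimated correlation), with 1 rise over all genes, H2-DMb1 (1.07), and 1 fall, the immunoproteasome gene Psmb8 (-0.30), against 12 rises and 2 falls when adjusted over the list alone; Psmb10 (-0.30) and Tap1 (0.28) did not pass. Hspa8 (-0.55) and Hsph1 (-0.91) fell among 30 immediate early and handling stress genes, where Egr1 (-0.39) and Jun (0.31) did not pass. Map3k8 (0.80) rose among 21 NF-kB targets, with Bcl2a1b (0.79), Nfkb1 (-0.17) and Ccr7 (0.89) not past the threshold. In the BCL2 family Bok rose from 209 ± 107 to 725 ± 177 reads and Bax fell, with Bak1 (-0.26) and Bcl2 (0.25) not past the threshold. Of 25 homing and adhesion genes Ccr9 (1.42), Cxcr3 (0.95) and Cd44 (1.51) rose and Icam2 (-0.58) and Ccr4 (-0.42) fell. Among cholesterol synthesis genes Mvd (-0.33), Dhcr7 (-0.24) and Fdft1 (-0.31) did not pass the test. Oestrogen response genes, which tamoxifen can alter, had 1 rise (Sgk3, 2.30) and 1 fall (Slc39a6, -0.38) among 16, with Celsr2 (-0.46) and Igfbp4 (0.70) not past the threshold. DESeq2 called 5 of the genes just given as not past the limma threshold: Fas (adjusted p = 0.0131), Mx1 (0.0091), Psmb10 (0.0434), Celsr2 (0.0180) and Igfbp4 (0.0018). With limma no replication-dependent histone gene of 40 passed (5 at an unadjusted p under 0.05; 0 in edgeR and 0 in DESeq2). Adjusted over the list alone, the rises and falls were 4 and 2 for JAK-STAT, 3 and 3 for p53, 1 and 2 for the BCL2 family, 3 and 2 for homing, 2 and 3 for oestrogen response, 1 and 0 for NF-kB and 0 and 2 each for immediate early and polycomb genes, with none for interferon, cholesterol and histone genes. Camera gave the uncalled lists adjusted p-values from 0.0511, for cholesterol synthesis, to 0.856, and called cholesterol synthesis lower under TMM, upper-quartile and total scaling.

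Across the 35 lists tested, camera with its preset correlation called 9 higher and 10 lower, and with an estimated correlation it called 0 (2 at an unadjusted p under 0.05). Fry, which asks whether a list moves on balance in one direction, called 4 higher and 4 lower, and 25 lists changed in either direction. Of the 8 lists that fry called, 7 were also called by camera, and the other was NOTCH targets. For 4 lists that camera did not call, NOTCH targets, polycomb genes, oestrogen response genes and histone genes, the median and the mean differed in sign.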

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

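The following alternatives were chosen after the data were examined: edgeR with TMM as an alternative (it was the planned main test), pseudocounts of 0.5 (for genes) and 10, leaving out both number-2 libraries, leaving out antigen receptor, haemoglobin and ribosomal protein genes, and the marker score as a covariate. The count of called genes, 1575, ranged from 253 to 1941 when 1 library was left out, with 465 without wild-type library 1, 665 without wild-type library 3, 986 without knockout library 2 and 253 without knockout library 3; fewer samples enter these fits. It was 693 with an absolute log2 fold change of at least 1 and 363 at adjusted p under 0.01, both stricter by construction, and between 1325 and 2227 under the other settings apart from the block and the covariate. Many named genes other than Phf6 lost their calls when 1 library was left out. There were 157 named genes other than Phf6, and 45 of them were not called with all libraries, so they had no call to lose. Of the rest, 88 lost their calls without knockout library 3, 66 without wild-type library 1 and 53 without wild-type library 3. The losses were 34 without knockout library 2, 27 without knockout library 1 and 5 without wild-type library 2. The share of calls that rose was 60.8% as reported, 70.0% with upper-quartile scaling, 80.2% with library totals, 54.1% with genes at 1 CPM or more in at least 3 libraries and 56.3% without the number-2 libraries, and among fits without 1 library it ran from 59.5% (wild-type 2) to 80.4% (wild-type 1), with 74.1% without wild-type 3 and 71.1% without knockout 3. With the replicate number as a block, 2568 genes were called, 1566 of them shared with the main count. The numbers were not shown to pair the samples: deviations from the group mean correlated at 0.012, 0.50 and 0.14 within pairs 1 to 3, and not every library correlated best with its own number (wild-type 3 with knockout 1, 0.38).

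The mean log2 level of 16 neutrophil and monocyte markers as a covariate left 0 genes called by limma (2461 had an unadjusted p under 0.05, against 4538 without it; no other tool was run with it) and took Phf6 to -0.93 (limma adjusted p = 0.326). The score was not independent of the genotype: 14 of its 16 markers were higher in the knockout libraries, with a median log2 fold change of 2.05. This fit therefore cannot separate the score from the genotype, and the cause of the lost calls was not tested. F13a1, listed below, is itself one of the 16 markers. Under the other settings Phf6 stayed past the threshold, between -1.26 and -1.58, and between -1.26 and -1.47 with single libraries left out. Under the covariate these log2 fold changes had the opposite sign: Olfm4 -0.10, F10 -0.00027, Vmn2r95 0.15, Rhou -0.42, Aen 0.044, Fas -0.049, Isg20 0.19, Tap1 -0.017, Jun -0.11, Ccr7 -0.93, Bok -0.25, Cd44 -0.22, Chd4 0.065, Pcgf2 -0.63, Sgk3 -0.21, Igfbp4 -0.045, Klf1 -0.45, Hba-a1 -0.85, F13a1 -0.0021, Itga2b -0.016 and Flt3 -0.54, none called there. Cdc73 was 0.011 with library totals. The number of lists called, 19, was 18 to 21 under scaling, filter, block, pseudocount and left-out libraries (19 to 21 with single libraries left out), 0 with an estimated correlation and 8 with fry, 7 of them shared. No list changed direction. Log2 ratios of marker sums that changed sign were all near 0 at first: immediate early genes 0.025 with library totals, 0.19 without wild-type library 2, 0.074 without knockout library 1 and 0.010 without knockout library 3 (lowest -0.29, without knockout library 2); histone genes 0.034, 0.18 without wild-type library 2 and 0.048 without knockout library 3 (lowest -0.19); megakaryocyte genes 0.069, 0.063, 0.077 without knockout library 1 and 0.00097 without knockout library 3 (lowest -0.13). The cause of these changes was not tested. Of the simulated 1.5-fold changes 42 of 100 were recovered, so changes of that size can go uncalled at this depth and number of samples.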

Other observations

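Of the tests below, the splits of the libraries, the median of the myeloid markers and the thinning to equal depth were chosen before their results were seen, and all the others after. One T cell receptor beta segment was dominant: Trbv3 took between 84.8% and 89.7% of the reads on 13 variable beta segments in each of the 6 libraries. A single leukaemia sampled 6 times would give this too. Whether the samples share 1 clone was not tested, and if they do, the replicates do not show how other leukaemias respond. Chaperone genes formed a group that had not been fixed beforehand, with 11 of 31 lower and none higher (median -0.300), and so did genes of folate, serine and purine synthesis, with 12 of 23 lower and none higher (median -0.303), and T cell receptor gamma and immunoglobulin heavy chain segments, with 7 of 11 lower and none higher (median -1.39). Camera with the preset correlation called each of these 3 lists lower, and with an estimated correlation none (adjusted p = 0.147 for each), so they remain hypotheses. They were assembled from genes already seen to fall, so their calls are not independent evidence.

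All 1575 calls belong to the real grouping, and the other 9 of the 10 splits of the 6 libraries into 3 and 3 called at most 0 genes (limma; 44 to 1556 at an unadjusted p under 0.05, against 4538). 1 of the 10 splits gave as many, and 10 splits are too few for a share under 0.05.

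Myeloid receptor and signalling genes rose in the knockout libraries (median log2 fold change 2.15 over Csf2rb, Csf2ra, Clec12a, Fes, Dok3, Gca and Rgs18), and host myeloid cells in the marrow may account for this. The 16 abundant neutrophil and monocyte markers had a median of 2.05 with a bootstrap SE of 0.26, and 14 of the 16 had positive values, 5 of which passed the test (Mpo, Ctss, Cd68, F13a1 and Ly6c2), as more such cells in the knockout samples would give. The median was 2.38 for the 8 neutrophil markers and 1.11 for the 8 monocyte and macrophage markers, with C1qa, C1qb and C1qc at -0.32, 0.08 and -0.23, and the most abundant, S100a8 (2392 to 9903 reads), S100a9 (3085 to 12635) and Ngp (2820 to 13990), did not pass (limma adjusted p = 0.0861, 0.0913 and 0.0806); the labels name no sort that would remove them. Whether the same cells account for all genes at least 2-fold higher was asked in wild-type library 2. There 12 raised markers sat at a median of 0.307 of the way to the knockout level, with a range of 0.107 to 0.403. Of 622 genes, 93 (14.95%, against 2.5% by chance) lay more than 2 replicate SDs below the prediction from that median. Among them were Vopp1, Amotl1, Csf2rb and Csf2ra. All 7 myeloid receptor and signalling genes lay under 0.307, from 0.030 for Csf2ra and 0.097 for Csf2rb to 0.209 for Fes. Of these 7, only Csf2rb and Csf2ra lay under the range of the 12 markers, at -2.39 and -2.13 replicate SDs from the prediction. The range leaves out Cd68, a marker that passed the test and lay at 0.074, below Csf2rb. The other receptor and signalling genes lay inside that range and within 2 SDs (-1.66 for Clec12a to -0.79 for Fes), so their values do not decide. The neutrophil marker Cxcr2 (-0.096, at -2.82 replicate SDs) and the monocyte marker Fcgr1 (0.033) lay under that range too. The neutrophil markers Csf3r (0.175) and Fcnb (0.256) lay inside it. Because markers of such cells can lie as low, the values of Csf2rb and Csf2ra do not decide either, and they rest on 1 library. Because calling favours genes with close wild-type values, the question was repeated on the genes called without that library. Of these, 596 were shared with the 622, and this form was chosen after the first result was known. There 86 lay below (10.7%, 95% binomial interval 8.6 to 13.01) against a limit of 10%, so the explanation was not excluded. A progenitor-like state of the leukaemia itself and other host cells such as B-lineage cells stay open, and expression in single cells was not measured here. Xist, the RNA of the inactive X chromosome, was also among the genes at least 2-fold higher (log2 fold change 2.27; limma adjusted p = 0.00475). Which cells made it was not tested.

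More genes rose than fell. With all libraries thinned to the 46067511 reads of knockout library 1 and scaled by TMM, 59.4% of 1599 calls rose, above the 55% set beforehand, which argues against sequencing depth as the whole cause, while the share moved to 80.2% with library totals and to 54.1% (717 rose, 608 fell) with genes at 1 CPM or more in at least 3 libraries, so much of the excess lay in low genes. Cells of other kinds, which would add many low transcripts, stay open as in the paragraph on myeloid genes, where the marker median was 2.05.

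MYC targets were lower (median -0.300). Scaling was argued against: the median was -0.216 at its highest, with library totals, when the median of all genes tested was 0.069. Dilution of tumour RNA by other cells cannot be told apart from a change within the leukaemia: MYC targets minus T-lineage genes gave -0.101 (95% bootstrap interval -0.196 to 0.0027), which includes 0. The receptor transcripts Trbc2, Trbv3 and Trac, the alpha and beta segments at 100 CPM or more, had log2 fold changes of 0.04, 0.11 and 0.08, which speaks against dilution, but they were picked after that test was undecided and with their values known, and are given as values. After a smooth trend on GC content, transcript length and expression level was removed, the median was -0.188, between the limits of -0.15 and -0.2, so part of the shift may come from such a trend, and deletion of Phf6 and exposure to tamoxifen stay open and unseparated.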
